A study of Homo sapiens with 12 samples. Its data were reported in "The Δ40p53 isoform inhibits p53-dependent eRNA transcription and enables regulation by signal-specific transcription factors during p53 activation" (2021).

How the data were processed

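RNA-seq libraries from 12 samples were analysed, 2 biological replicates for each of 6 groups. The groups combined 3 genome-edited MCF10A lines (WTp53, WTp53:WTp53 and Δ40p53:WTp53) with 2 treatments that lasted 20 hours, Nutlin-3a at 10 μM or DMSO at 0.1%. Groups and replicate numbers were taken from the sample labels. The edited lines were expanded from single cells, and the sample titles carry a number that is constant within each line, whose meaning they do not state.

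Before deposition, the authors enriched mRNA on poly(A) beads, prepared strand-specific libraries, trimmed the single-end reads, aligned them to hg38 with Hisat2 and kept alignments above a mapping quality threshold. The deposited tables gave, for every RefSeq transcript, a fragment count that was not normalized, that count scaled to the library total (FPM) and the deposited FPKM, which divides FPM by transcript length in kilobases. The tool that wrote these tables is not stated. For their own tests the authors used gene counts from featureCounts with DESeq2, and kept the duplicate with the highest FPKM for each gene. How those counts relate to the deposited tables is not stated, and a gene-level count was not used here. Dividing each count by its FPM returned the library total, which ranged from 21319266 to 27598554 fragments. A table held 67507 transcript entries, and a fragment was counted for every transcript it overlapped, so isoforms of a gene shared fragments. The counting ignored strand. MALAT1 had a mean count of 61188.8 and the antisense transcript TALAM1, which shares 7201 bases with it, had a mean count of 57954.1, or 94.7% of the MALAT1 value. Values of overlapping genes, antisense genes included, and of close paralogs are therefore uncertain.

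Gene symbols were assigned from an NCBI RefSeq gene table (GRCh38.p14), which matched 98.6% of the accessions. Of the 908 accessions without a symbol, entries that overlapped a named gene on the same strand were left out (525 entries) and the rest were kept as 345 unnamed loci. For each gene the accession with the highest mean FPKM was kept, because counts of isoforms cannot be added without counting fragments again. This gave 27959 genes, of which 19421 had the same accession when the highest mean count was used for the choice. Positions are those of the kept transcript in the deposited tables (hg38). CPM values (counts scaled to a fixed library size) were computed from the kept counts with TMM-scaled library sizes.

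Differential expression was tested with the quasi-likelihood F test of edgeR (version 4.0.16, R version 4.3.3) on the counts. Genes were filtered with filterByExpr at a minimum count of 10, which left 16487 genes, and libraries were scaled by TMM. One model with 6 group means was fitted to all 12 samples without a replicate block, since the authors describe none. P-values were adjusted by the Benjamini-Hochberg (BH) method, and a gene was called at an adjusted p of 0.01 or less. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The comparisons were the Nutlin response in each line, the differences between the responses of each pair of lines (interaction contrasts), and the levels of each pair of lines under DMSO and under Nutlin-3a. A list of 53 p53 target genes and a list of 55 cell cycle genes were tested with the fry rotation test of limma (version 3.58.1), with BH adjustment over 12 tests and a threshold of 0.05. The value given for a list is the mean over its genes of log2 CPM with a prior count of 2, and its error is the SD over replicates. The samples, designs, alternatives, naming rule and both gene lists were fixed before the data were examined.

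The replicate numbers in the labels were shared by all groups and were the source of the pairing. Whether they paired the samples was checked through the difference between replicates 1 and 2 of each group, correlated across genes between groups. The correlation was positive in all 15 pairs of groups and ranged from 0.351 to 0.767. Genes are not independent replicates, so no p-value was attached to it. The replicate number was therefore also fitted as a block shared by the 3 lines, and its results are given beside those without it.

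Named genes followed a rule. CDKN1A, MDM2, BBC3, GDF15, TP63, TP73 and E2F2 were named in advance; 1 further gene named in advance is not reported here. For each Nutlin response the 3 genes with the largest log2 fold change in each direction were named, among called genes with a mean of at least 5 CPM whose Nutlin values lay on one side of the DMSO values. For the differences in response and the DMSO levels against WTp53 cells, 2 genes in each direction were named in the same way. Genes outside the rule are named where a count was small, and the text says so.

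Alternatives were the Wald test of DESeq2 (version 1.42.0) with and without the block, a block for each line and replicate number, median-of-ratios size factors, no filter on low counts, at least 10 counts in every sample, a fit of only the samples compared, the other choice of accession, a BH threshold of 0.05, the camera test for lists, and each replicate left out in turn. Offsets corrected for GC content and transcript length, with and without the block, and the camera test with the block were added after the data were seen. GC content was available for 95.8% of the tested genes.

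The fits were tested on simulated data. Counts were drawn for 16487 genes from the observed means and library sizes, with 200 genes changed by a log2 fold change of 1 or 2. A replicate effect of the size seen in the data was added, the same for all 6 groups, as the block assumes. In the data the replicate differences of pairs of groups correlated at 0.351 to 0.767, so the recovery with the block is a best case. With this effect edgeR without the block recovered 41% of the genes changed by 2, and 0% of those changed by 1, with 0 false calls. With the block it recovered 92% and 53% of these genes, with 5 false calls. DESeq2 without the block recovered 77% and 18%, with 1 false call, and with the block it recovered 90% and 65%, with 12 false calls. With no replicate effect in the simulation, DESeq2 without the block made 18 false calls. That simulation used the dispersions of the fit without the block (common value 0.0668), and the other used those of the fit with it (0.0157). The 2 simulations thus differed in noise as well as in the replicate effect.

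Where a gene had no counts in 1 of the groups compared, a floor of 3 counts per library was used and the fold change is given as a lower limit. With 2 samples per group, no permutation of labels within a comparison could reach a p of 0.05, so no such test is given.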

Results

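The transcriptomes of 3 genome-edited MCF10A lines were compared before and after p53 activation. MCF10A is an established, non-tumorigenic human mammary epithelial line. Each line carried an inserted cDNA cassette, and gene positions below are in hg38. WTp53 cells carried a single full-length p53 cDNA (insert of 2820 bp). WTp53:WTp53 cells carried a pair of full-length p53 sequences joined by a tether in one reading frame (4041 bp). Δ40p53:WTp53 cells carried the N-terminally truncated isoform Δ40p53 tethered to full-length p53 in the same way (3924 bp), so that mixed tetramers formed with a fixed composition. Nutlin-3a (here Nutlin) blocks the binding of MDM2 to p53 and thereby stabilises p53, and DMSO is its solvent. Poly(A)-selected RNA was sequenced after 20 hours in 10 μM Nutlin or 0.1% DMSO, with 2 replicates per group and 12 libraries in all. Library totals were 26302338 and 21319266 fragments for WTp53 cells in DMSO and 23784327 and 25278485 in Nutlin. They were 22150142 and 25181342 for WTp53:WTp53 cells in DMSO and 21876537 and 25321505 in Nutlin. For Δ40p53:WTp53 cells they were 21886639 and 27598554 in DMSO and 23468874 and 25894138 in Nutlin. Mean totals of the tethered lines were 1.02 (Δ40p53:WTp53) and 0.978 (WTp53:WTp53) times that of WTp53 cells. Values below are CPM with the SD over 2 replicates, and log2 fold changes with their standard errors (SE) from edgeR, with BH-adjusted p-values.

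The Nutlin response of WTp53 cells gave the reference for p53 activation by an untethered wild-type protein. In edgeR 140 of 16487 genes changed, of which 87 rose and 53 fell, and 2873 genes had an unadjusted p under 0.05. A fit with the replicate block (pairing correlations from 0.351 to 0.767) called 1863 genes, 928 up and 935 down, among them all 140 genes called without it. The alternative that moved this count most was a block for each line and replicate number, with 3173 genes. CDKN1A (NM_078467, chromosome 6, 36676490 to 36687339, plus strand) rose from 150.7 ± 15.9 to 1673 ± 88.3 CPM, a log2 fold change of 3.47 ± 0.25 (edgeR adjusted p 0.000656, or 4.27e-06 with the block). DINOL lies antisense within the CDKN1A locus, so the 2 genes share counts. MDM2 (NM_001145340, chromosome 12, 68809017 to 68845544, plus strand) rose from 216.3 ± 37.9 to 2308 ± 80.9 CPM (log2 fold change 3.42 ± 0.46, adjusted p 0.00818, or 4.56e-06 with the block). GDF15 (NM_004864, chromosome 19, 18385960 to 18389177, plus strand), which contains MIR3189, rose from 25.2 ± 1.36 to 258.5 ± 32.6 CPM (3.36 ± 0.24, adjusted p 0.000656, or 4.56e-06 with the block). BBC3 (NM_001127241, chromosome 19, 47220822 to 47232766, minus strand), which overlaps MIR3190 and MIR3191, rose from 10.6 ± 0.799 to 39.6 ± 3.48 CPM. Its log2 fold change of 1.89 ± 0.29 missed the threshold in edgeR (adjusted p 0.0108) and passed it with the block (0.000144). E2F2 (NM_004091, chromosome 1, 23506428 to 23531220, minus strand), which overlaps the antisense locus LOC101928163, fell from 11.3 ± 5.53 to 0.247 ± 0.224 CPM. Its log2 fold change of -5.47 ± 1.08 had an edgeR adjusted p of 0.0236, or 0.000506 with the block.

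Under the naming rule the largest increases in WTp53 cells were in LCE1C, LCE1B and CPM, and the largest decreases in E2F1, AURKB and MYBL2. LCE1C (NM_001276331, chromosome 1, 152804835 to 152806631, minus strand) rose from 0.992 ± 0.228 to 23.1 ± 5.76 CPM, a log2 fold change of 4.52 ± 0.31 (edgeR adjusted p 0.000656). LCE1B (NM_178349, chromosome 1, 152811971 to 152813109, plus strand) rose from 1.71 ± 0.0560 to 34.2 ± 9.49 CPM (4.32 ± 0.29, adjusted p 0.000656). Both belong to the late cornified envelope family of paralogs, whose members can share reads. The gene CPM (carboxypeptidase M, NM_001005502, chromosome 12, 68851176 to 68933199, minus strand), 5631 bases from MDM2, rose with a log2 fold change of 4.25 ± 0.36 (adjusted p 0.00186). E2F1 (NM_005225, chromosome 20, 33675486 to 33686404, minus strand) fell from 17.5 ± 5.59 to 0.471 ± 0.208 CPM (-5.21 ± 0.68, adjusted p 0.00745). AURKB (NM_001313955, chromosome 17, 8204731 to 8210626, minus strand) fell from 37.0 ± 14.7 to 1.19 ± 0.377 CPM (-4.94 ± 0.53, adjusted p 0.00412). MYBL2 (NM_002466, chromosome 20, 43667019 to 43716496, plus strand) fell from 100.9 ± 49.9 to 3.46 ± 0.537 CPM (-4.86 ± 0.68, adjusted p 0.00881). With the replicate block, checked by the correlations of 0.351 to 0.767, the adjusted p-values of these 6 genes ranged from 8.04e-07 for MYBL2 to 5.09e-05 for E2F1.

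WTp53:WTp53 cells served as the control for the tether. Their Nutlin response comprised 3 genes in edgeR, all of which rose, with 1470 genes at an unadjusted p under 0.05. With the replicate block (pairing correlations from 0.351 to 0.767) it comprised 301 genes, 192 up and 109 down, and 278 of these were also called in WTp53 cells, each in the same direction. The 3 genes were LCE1C (log2 fold change 3.95 ± 0.29, edgeR adjusted p 0.00418, or 1.59e-05 with the block), LCE1B (3.39 ± 0.28, adjusted p 0.00555, or 8.93e-05) and NECTIN4 (1.91 ± 0.17, adjusted p 0.00768, or 0.000119). NECTIN4 (NM_030916, chromosome 1, 161070991 to 161089595, minus strand) measured 6.37 ± 0.576 CPM in DMSO and 24.0 ± 0.447 CPM in Nutlin. All 3 were among the 140 genes called in WTp53 cells. CDKN1A rose from 155.8 ± 5.64 to 835.7 ± 154.2 CPM, and its log2 fold change of 2.42 ± 0.24 lay just outside the threshold in edgeR (adjusted p 0.0101) and inside it with the block (0.000145). MDM2 rose by 2.32 ± 0.44 (adjusted p 0.115, or 0.000194 with the block). BBC3 rose by 0.72 ± 0.28 (adjusted p 0.482, or 0.0714 with the block) and GDF15 by 0.79 ± 0.22 (adjusted p 0.276, or 0.0295 with the block). E2F2 fell by 2.91 ± 0.91 (adjusted p 0.352, or 0.0237 with the block).

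The response of Δ40p53:WTp53 cells addressed whether the mixed tetramer activates the same genes. No gene passed the threshold in edgeR (0 genes, with 112 at an unadjusted p under 0.05), and none with the replicate block (0 genes, with 372 at an unadjusted p under 0.05). The largest number among the alternatives was 9 genes, from DESeq2 with the block, all of which rose; CDKN1A and MDM2 were among them. CDKN1A rose from 62.4 ± 17.8 to 189.2 ± 22.7 CPM, a log2 fold change of 1.60 ± 0.23. Its adjusted p was 1 in edgeR, 0.0582 with the block (pairing correlations from 0.351 to 0.767) and 3.02e-07 in DESeq2, in which CDKN1A was the 1 gene called. MDM2 rose from 161.6 ± 57.0 to 342.2 ± 123.5 CPM (1.08 ± 0.42, edgeR adjusted p 1, or 0.333 with the block, and 0.000200 in DESeq2 with the block). GDF15 rose by 0.84 ± 0.22 (adjusted p 1, or 0.970 with the block) and BBC3 by 0.38 ± 0.28 (adjusted p 1 in both fits). E2F2 had a log2 fold change of -0.80 ± 0.82 (adjusted p 1 in both fits).

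**Figure D1:**
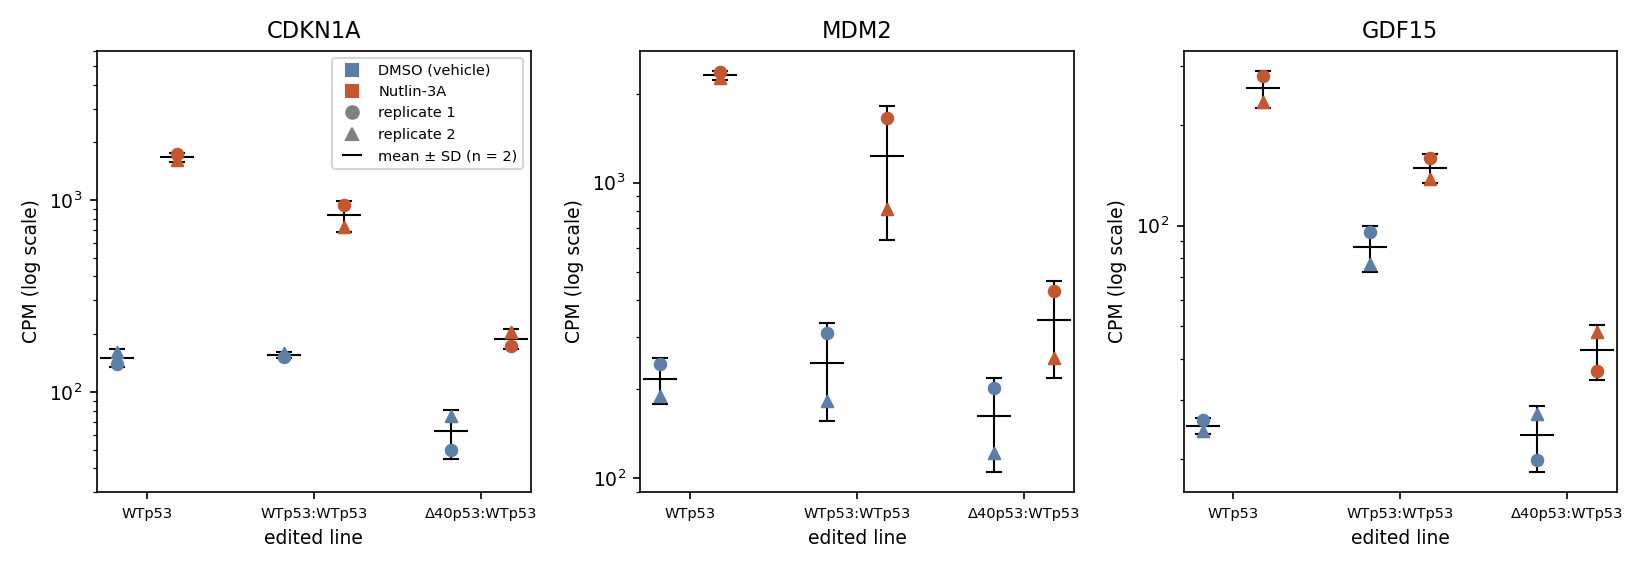
CPM on a log axis of CDKN1A, MDM2 and GDF15 in each line under DMSO (blue) and Nutlin (orange), with circles for replicate 1, triangles for replicate 2 and the mean with its SD (n = 2). Under Nutlin the mean CDKN1A level was 1673 CPM in WTp53 cells, 835.7 in WTp53:WTp53 cells and 189.2 in Δ40p53:WTp53 cells.

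**Figure D2:**
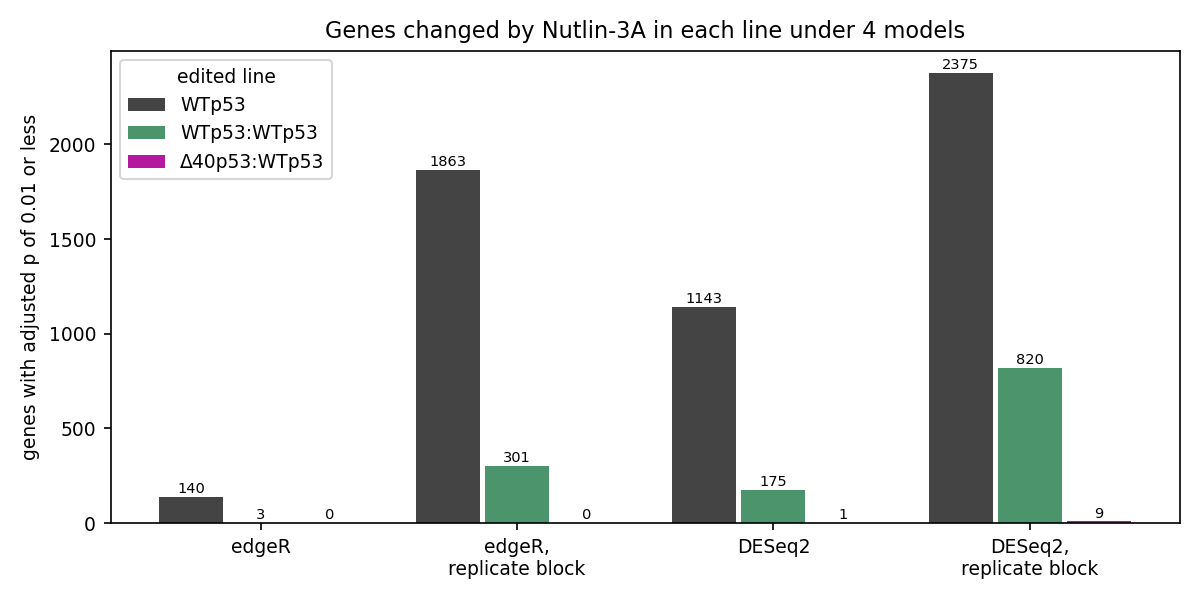
Bars give the number of genes with an adjusted p of 0.01 or less for Nutlin against DMSO in each line, under edgeR and DESeq2 with and without the replicate block. The count was highest in WTp53 cells and lowest in Δ40p53:WTp53 cells under each of the 4 tests, from 140, 3 and 0 in edgeR to 2375, 820 and 9 in DESeq2 with the block.

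A gene called in one line and not in another need not differ between them, so the differences in response were tested directly. Between Δ40p53:WTp53 and WTp53 cells no gene passed 0.01 in edgeR (0 genes, with 1235 at an unadjusted p under 0.05). In the fit with the block (pairing correlations from 0.351 to 0.767) 284 genes passed, 194 with a higher and 90 with a lower log2 fold change in Δ40p53:WTp53 cells. The alternative furthest from the edgeR count was the block for each line and replicate number, with 801 genes. The smallest adjusted p without a block belonged to NECTIN4, whose response differed by a log2 value of -2.60 ± 0.24 (0.0312, or 0.000475 with the block). For CDKN1A the difference was -1.87 ± 0.32 (edgeR adjusted p 0.185, or 0.00378 with the block), for MDM2 -2.33 ± 0.60 (0.271, or 0.00208) and for GDF15 -2.52 ± 0.31 (0.0806, or 0.00146). For BBC3 it was -1.51 (adjusted p 0.285, or 0.0175 with the block) and for E2F2 4.67 ± 1.34 (0.312, or 0.0195). Between WTp53:WTp53 and WTp53 cells 0 genes passed in edgeR (405 at an unadjusted p under 0.05) and 3 with the block, GDF15, AREG and MYBL2, of which AREG is named because the count was small and its values had been seen. The GDF15 difference was -2.57 ± 0.31 (adjusted p 0.265, or 0.00676 with the block), and with the block the AREG and MYBL2 differences were -1.89 ± 0.20 and 2.51 ± 0.26 (adjusted p 0.00676 for both). GDF15 was already higher under DMSO in WTp53:WTp53 cells (86.1 CPM, against 25.2 in WTp53 cells). Its log2 difference under Nutlin was -0.80 (edgeR adjusted p 0.161), so much of its difference in response lay in the level before treatment. The alternatives ranged from 0 genes, among them GC and length offsets with the block (1758 at an unadjusted p under 0.05, smallest adjusted p 0.0110), to 46 in DESeq2 with the block. Between Δ40p53:WTp53 and WTp53:WTp53 cells 0 genes passed in edgeR (288 at an unadjusted p under 0.05) and 0 with the block (1214 at an unadjusted p under 0.05), whereas DESeq2 called 4 and DESeq2 with the block 42.

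The 140 genes called in WTp53 cells were also followed in the other lines. In WTp53:WTp53 cells 140 of 140 moved in the same direction as in WTp53 cells, and in Δ40p53:WTp53 cells 130 of 140 (92.9%) did so. Their median log2 fold change, signed by the direction in WTp53 cells, was 2.36 in WTp53 cells, 1.30 in WTp53:WTp53 cells and 0.32 in Δ40p53:WTp53 cells. These genes were chosen by their change in WTp53 cells, so the first of these medians is raised by that choice.

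**Figure D3:**
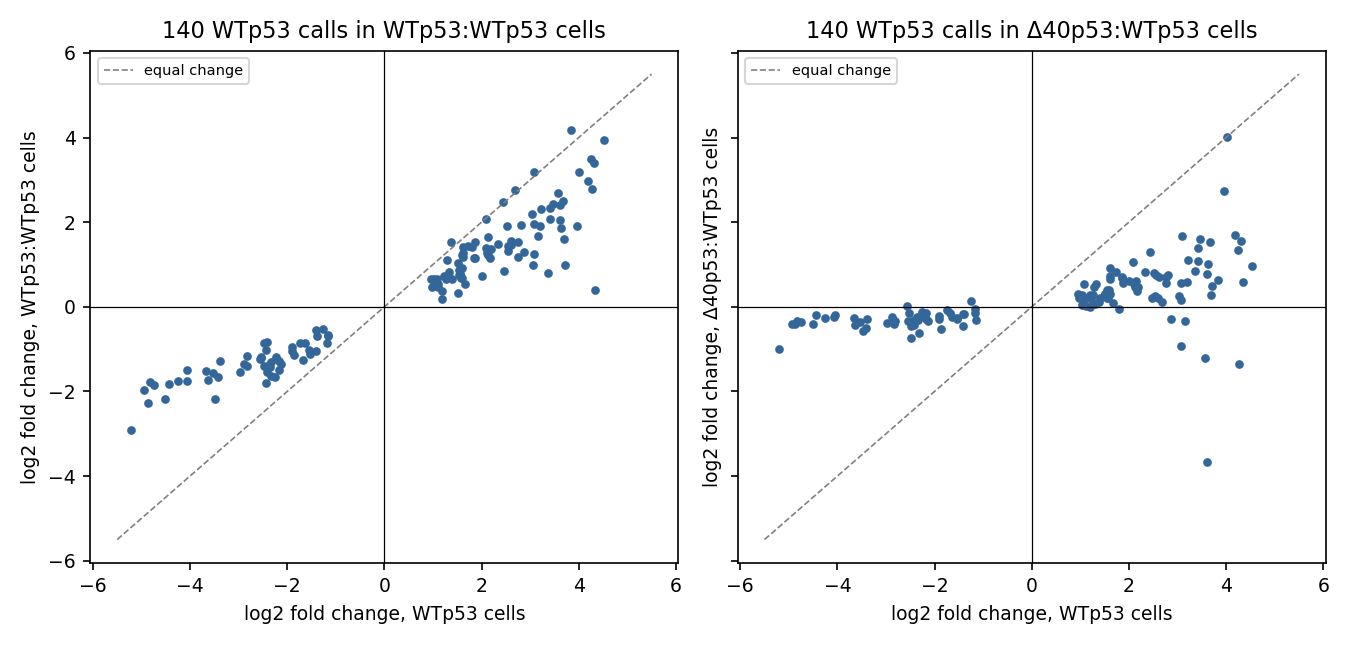
Each point is 1 of the 140 genes called in WTp53 cells, with its log2 fold change (Nutlin against DMSO) in WTp53 cells on the x axis and in WTp53:WTp53 or Δ40p53:WTp53 cells on the y axis; the dashed line marks equal change. The signed median was 1.30 in WTp53:WTp53 cells and 0.32 in Δ40p53:WTp53 cells, against 2.36 in WTp53 cells.

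Lists of p53 target genes and cell cycle genes were tested as groups. The p53 target list (53 genes) rose after Nutlin in each line. Its mean log2 CPM rose by 1.47 ± 0.03 (SD of the 2 same-numbered differences) in WTp53 cells (fry adjusted p 5.60e-07, or 8.65e-06 with the replicate block). It rose by 0.90 ± 0.07 in WTp53:WTp53 cells (adjusted p 9.17e-06, or 6.64e-05 with the block) and by 0.44 ± 0.07 in Δ40p53:WTp53 cells (0.000130, or 0.000720 with the block). The rise was smaller than in WTp53 cells in both tethered lines, with a difference of -1.02 ± 0.04 for Δ40p53:WTp53 cells (adjusted p 1.03e-05, or 8.83e-05 with the block) and -0.57 ± 0.04 for WTp53:WTp53 cells (0.000130, or 0.000720). The difference between Δ40p53:WTp53 and WTp53:WTp53 cells was -0.45 (-0.45 in replicate 1 and -0.45 in replicate 2; adjusted p 0.000806, or 0.00213 with the block). The pairing check gave correlations from 0.351 to 0.767. Of the 53 genes, 53 rose in WTp53 cells, 52 in WTp53:WTp53 cells and 53 in Δ40p53:WTp53 cells. With adjustment over the list alone, edgeR called 43, 23 and 1 of them in these lines, against 20, 0 and 0 with adjustment over all genes. The smallest number, 1 gene in Δ40p53:WTp53 cells, rose to 9 with the block. Among the alternatives, leaving out 1 library at a time moved the difference between Δ40p53:WTp53 and WTp53 cells most, to values from -1.08 to -0.97.

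The cell cycle list (55 genes) fell by 3.68 ± 1.09 on the log2 scale in WTp53 cells (fry adjusted p 0.00710, or 0.000809 with the replicate block). The same-numbered differences were -4.44 and -2.91. In WTp53:WTp53 cells it fell by 1.71 ± 0.46 (adjusted p 0.0702, or 0.0208 with the block). In Δ40p53:WTp53 cells it fell by 0.38 ± 0.08 (-0.33 in replicate 1 and -0.44 in replicate 2), and 55 of the 55 genes were lower in edgeR, but the fall did not pass (adjusted p 0.593, or 0.426 with the block). The response of Δ40p53:WTp53 cells differed from that of WTp53 cells by 3.29 ± 1.17 (adjusted p 0.0268, or 0.00588 with the block), and was the higher in both same-numbered comparisons (4.12 and 2.47). The difference was 1.97 ± 0.63 between WTp53:WTp53 and WTp53 cells (0.111, or 0.0444 with the block) and 1.33 ± 0.54 between Δ40p53:WTp53 and WTp53:WTp53 cells (0.230, or 0.108 with the block). The pairing check gave correlations from 0.351 to 0.767. With adjustment over the list alone, edgeR called 54 of the 55 genes in WTp53 cells, and 7 with adjustment over all genes (54 and 54 with the block). In WTp53:WTp53 cells it called 0 and 0 without the block, where 55 of the 55 genes were lower, and 48 and 14 with it. In fits that each left out 1 library the change in Δ40p53:WTp53 cells ranged from -1.07 to 0.31, as leaving out a library breaks a same-numbered pair.

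**Figure D4:**
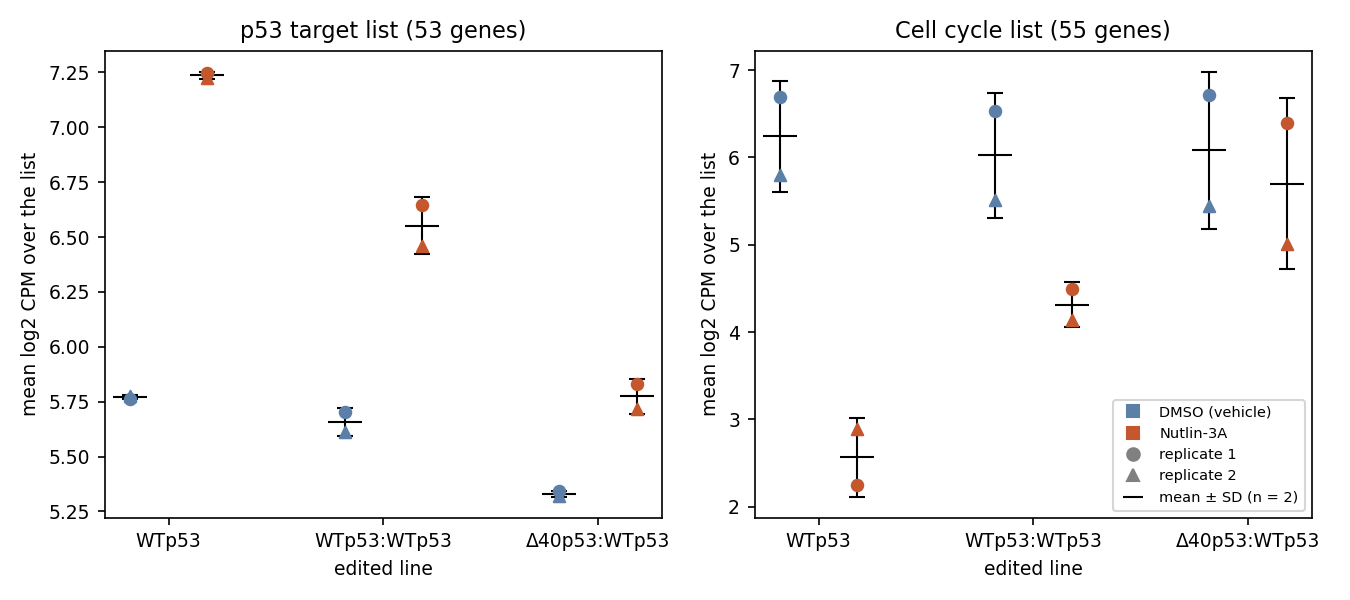
Mean log2 CPM over the p53 target list (53 genes) and the cell cycle list (55 genes) in each library, with circles for replicate 1, triangles for replicate 2, DMSO in blue, Nutlin in orange, and the group mean with its SD (n = 2). The p53 target list rose by 1.47 in WTp53 cells, 0.90 in WTp53:WTp53 cells and 0.44 in Δ40p53:WTp53 cells, and the cell cycle values of replicates 1 and 2 differed by between 0.36 and 1.38 within a group.

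The p53 family members TP63 and TP73 were measured because p63 is expressed in basal epithelial cells. TP63 (NM_001329150, chromosome 3, 189789660 to 189897279, plus strand), which contains MIR944, measured 78.7 ± 5.82, 79.7 ± 22.8 and 85.0 ± 8.64 CPM under DMSO, in WTp53 cells, WTp53:WTp53 cells and Δ40p53:WTp53 cells in that order. Its log2 fold changes after Nutlin were -0.37, -0.16 and -0.04 (edgeR adjusted p 0.528, 0.976 and 1, or 0.148, 0.624 and 1 with the replicate block). TP73 (NM_001204192, chromosome 1, 3698046 to 3736201, plus strand), which overlaps the antisense GFOD3P, measured 13.7 ± 5.92, 9.62 ± 6.46 and 14.9 ± 4.91 CPM under DMSO. Its log2 fold changes were -0.17, 0.64 and -0.34 (adjusted p 0.940, 0.916 and 1, or 0.486, 0.0473 and 1 with the block). The counting ignored strand, so these counts cannot be assigned to TP73 rather than to its antisense transcript. The study reported that p73 was not expressed in MCF10A cells and that its locus showed an antisense transcript. None of the TP63 and TP73 changes passed 0.01, with pairing correlations from 0.351 to 0.767.

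Levels under DMSO were compared to see how the lines differed before activation. In edgeR 12 genes differed between Δ40p53:WTp53 and WTp53 cells (5 higher, 7 lower), 7 between WTp53:WTp53 and WTp53 cells (4 higher, 3 lower) and 2 between Δ40p53:WTp53 and WTp53:WTp53 cells. With the replicate block (pairing correlations from 0.351 to 0.767) the counts were 83 (46 higher, 37 lower), 355 (196 higher, 159 lower) and 238 (118 higher, 120 lower). The largest counts under any alternative came from the block for each line and replicate number, with 188, 1128 and 694. ARMCX3 (NM_177948, chromosome X, 101623361 to 101627841, plus strand) had 0 counts in both WTp53 DMSO libraries and 18.1 ± 0.274 CPM in Δ40p53:WTp53 cells, at least 129-fold higher than a floor of 3 counts (edgeR adjusted p 0.00541, or 2.21e-05 with the block). POGLUT3 (NM_153705, chromosome 11, 108472106 to 108498432, minus strand) measured 0.218 ± 0.113 CPM in WTp53, 24.7 ± 6.65 in WTp53:WTp53 and 25.6 ± 11.6 in Δ40p53:WTp53 cells. Compared with WTp53 cells, its log2 differences were 6.80 ± 0.57 in Δ40p53:WTp53 cells (edgeR adjusted p 0.00342, or 6.47e-07 with the block) and 6.75 ± 0.57 in WTp53:WTp53 cells (0.00457, or 6.64e-07). GLDC (NM_000170, chromosome 9, 6532464 to 6645692, minus strand) was lower in Δ40p53:WTp53 cells, with a log2 difference of -4.56 ± 0.42 (0.00541, or 6.66e-07). CLIC2 (NM_001289, chromosome X, 155276207 to 155334681, minus strand) was also lower (-4.25 ± 0.36, adjusted p 0.00342, or 3.13e-06 with the block). In WTp53, WTp53:WTp53 and then Δ40p53:WTp53 cells GLDC measured 52.4 ± 9.52, 17.2 ± 0.961 and 2.22 ± 0.601 CPM, and CLIC2 13.5 ± 2.28, 1.78 ± 0.615 and 0.704 ± 0.122 CPM. In WTp53:WTp53 cells TP53I11 (NM_001318389, chromosome 11, 44932348 to 44950904, minus strand), which overlaps the antisense TSPAN18, was higher by 2.47 ± 0.22 (0.00497, or 2.79e-06). It was also higher in Δ40p53:WTp53 than in WTp53 cells (2.12 ± 0.22, adjusted p 0.00726, or 1.08e-05 with the block).

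EYA2 and SPARC were lower in WTp53:WTp53 cells under DMSO. EYA2 (NM_005244, chromosome 20, 46894624 to 47188844, plus strand), which contains MIR3616, measured 5.499 ± 0.535 CPM in WTp53, 0.631 ± 0.277 in WTp53:WTp53 and 10.98 ± 1.24 in Δ40p53:WTp53 cells. SPARC (NM_001309443, chromosome 5, 151661096 to 151687054, minus strand), which overlaps the antisense CLMAT3 and lies in a region where many genes were lower in this line, measured 61.2 ± 0.850, 9.75 ± 1.79 and 74.8 ± 4.49 CPM. Compared with WTp53 cells, the log2 differences in WTp53:WTp53 cells were -3.12 ± 0.31 for EYA2 (edgeR adjusted p 0.00677, or 0.000165 with the replicate block) and -2.65 ± 0.22 for SPARC (0.00457, or 3.58e-05). These were also the 2 genes that differed between Δ40p53:WTp53 and WTp53:WTp53 cells (4.12 ± 0.31 and 2.94 ± 0.22, edgeR adjusted p 0.00261 for both, or 3.84e-05 with the block), and are named there after their values were seen. Among the genes named in advance, GDF15 was higher in WTp53:WTp53 than in WTp53 cells (1.77 ± 0.22, adjusted p 0.0164, or 0.000532 with the block). CDKN1A was lower in Δ40p53:WTp53 than in WTp53 cells (-1.27 ± 0.23, adjusted p 0.0982, or 0.00651 with the block). CDKN1A did not differ between WTp53:WTp53 and WTp53 cells (0.05 ± 0.23, adjusted p 0.997, or 0.907 with the block), and with GC and length offsets this value changed sign to -0.0698. The pairing correlations ranged from 0.351 to 0.767.

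Levels under Nutlin were compared last. In edgeR 244 genes differed between Δ40p53:WTp53 and WTp53 cells (95 higher, 149 lower), 10 between WTp53:WTp53 and WTp53 cells (4 higher, 6 lower) and 19 between Δ40p53:WTp53 and WTp53:WTp53 cells (5 higher, 14 lower). With the replicate block (pairing correlations from 0.351 to 0.767) the counts were 1996 (997 higher, 999 lower), 646 (341 higher, 305 lower) and 908 (379 higher, 529 lower), and each included every gene called without the block. The larger share of lower genes in the first comparison was thus absent with the block, and without a filter on low counts 265 were higher and 255 lower. DESeq2 gave 588 higher and 614 lower. Lower genes remained the larger share with median-of-ratios scaling (84 higher, 150 lower) and at least 10 counts in every sample (52 and 91). The same held for the other accession (91 and 153), GC and length offsets (191 and 296) and a fit of only the samples compared (72 and 102). The block for each line and replicate number gave the largest counts among the alternatives (3348, 1512 and 2269). CDKN1A was lower in Δ40p53:WTp53 than in WTp53 cells by a log2 value of -3.14 ± 0.25 (edgeR adjusted p 0.000851, or 3.65e-06 with the block) and lower than in WTp53:WTp53 cells by -2.14 ± 0.24 (0.00865, or 0.000113). These values combine the level before treatment with the response, and the CDKN1A level under DMSO was already lower in Δ40p53:WTp53 cells.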

Values the study reported

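For mRNA measured after 20 hours of Nutlin-3a, the study counted 1,132 genes with altered expression in WTp53 cells at a p-value threshold of 0.01. CDKN1A was described as the sole gene whose mRNA was induced in Δ40p53:WTp53 cells. For nascent RNA (PRO-seq) after 3 hours of Nutlin-3a, the number of altered transcripts in Δ40p53:WTp53 cells was given as 315. In WTp53 cells 439 of 4,338 genes were altered in both the nascent RNA and the mRNA measurements.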

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

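Of the tests in this part, those of library totals against WTp53 cells and of the chromosome 5 genes were set before their results were seen, and all the others were chosen only after the differences between the lines had been seen.

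The p53 target list (53 genes) rose less after Nutlin in Δ40p53:WTp53 than in WTp53 cells, by -1.02 on the log2 scale (fry adjusted p 1.03e-05, or 8.83e-05 with the replicate block). It also rose less in WTp53:WTp53 than in WTp53 cells (-0.57, adjusted p 0.000130, or 0.000720 with the block), and less in Δ40p53:WTp53 than in WTp53:WTp53 cells (-0.45, adjusted p 0.000806, or 0.00213 with the block). The cell cycle list (55 genes) fell less in Δ40p53:WTp53 than in WTp53 cells, by 3.29 (adjusted p 0.0268, or 0.00588 with the block). These 4 results are given here because the test of the difference between the responses of 2 lines passed 0.05. Each difference had the same sign in both same-numbered comparisons. The remaining 2 differences, of the cell cycle list between WTp53:WTp53 and each other line, did not pass without the block. With the block the difference from WTp53 cells passed (fry adjusted p 0.0444), and that between the tethered lines did not (0.108).

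Technical explanations were tested first. Lower depth would put the ratio of mean library totals below 0.8, the limit set for the test; it was 1.02 for Δ40p53:WTp53 and 0.978 for WTp53:WTp53 against WTp53 cells, and 1.05 for Δ40p53:WTp53 against WTp53:WTp53 cells. With median-of-ratios scaling in place of TMM the 4 differences were -1.02, -0.57, -0.45 and 3.30, but the 2 sets of scaling factors differed by 1.80% or less in each library, so this setting could hardly move them. A wrong scaling is thus not excluded as a contribution, but it would move both lists in the same direction, whereas the 2 lists differed between Δ40p53:WTp53 and WTp53 cells in opposite directions. It could not have produced both. With GC and length offsets they were -1.03, -0.57, -0.46 and 3.29, so these offsets hardly moved them either. A bias with GC content, length or expression that other genes share was also tested, with 10000 random lists matched on these properties. The medians of the random lists lay near 0 (from -0.00153 to 0.0417), so genes alike in these properties did not share the differences, and with these medians subtracted they were -1.04, -0.57, -0.47 and 3.25. TMM centres the genes, so this says nothing about scaling. A bias specific to the list genes was not tested. Without the list genes that overlap another gene, which left 39 of 53 and 40 of 55 genes, they were -0.97, -0.52, -0.45 and 3.36. The share of the 10 most abundant genes differed from that in WTp53 cells by -0.476 percentage points in Δ40p53:WTp53 and -0.110 points in WTp53:WTp53 cells over both treatments, which left little room for a few genes crowding out the others. Under DMSO it was 3.86% in WTp53, 3.90% in WTp53:WTp53 and 3.91% in Δ40p53:WTp53 cells, so the lower shares came from the Nutlin libraries (4.94%, 4.68% and 3.93%).

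A pair of exchanged libraries would put a Nutlin library at the level of a DMSO library. The lower Nutlin library lay above the higher DMSO library for the p53 target list by 0.38 in Δ40p53:WTp53 cells and by 0.76 in WTp53:WTp53 cells. A higher level before treatment could also compress the response. Under DMSO the list was lower, not higher, than in WTp53 cells, by -0.44 in Δ40p53:WTp53 and -0.11 in WTp53:WTp53 cells. The cell cycle list under DMSO differed by -0.16 between Δ40p53:WTp53 and WTp53 cells, far less than the 3.29 between their responses. Many genes of chromosome 5 were lower in WTp53:WTp53 cells, but without the list genes of that region the difference between WTp53:WTp53 and WTp53 cells was -0.58. Cells of Δ40p53:WTp53 in the WTp53:WTp53 libraries would carry ARMCX3. Its mean level in WTp53:WTp53 cells was at most 0.120% of the mean in Δ40p53:WTp53 cells under the same treatment. The highest single WTp53:WTp53 library (DMSO, replicate 1) had 0.0435 CPM, or 1 count, against 17.9 CPM in the same-numbered Δ40p53:WTp53 library. Cells of the other lines in the Δ40p53:WTp53 libraries would bring the response of Δ40p53:WTp53 cells nearer to theirs, not further away. Cells from outside the 3 lines were not tested for.

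A difference between the lines themselves remains as a hypothesis, of which the form of p53 would be only a part. The difference between WTp53:WTp53 and WTp53 cells, in which both proteins are wild-type, amounted to 55.8% of that between Δ40p53:WTp53 and WTp53 cells for the p53 target list and 59.7% for the cell cycle list. The tether, or differences that arose when the lines were derived, may therefore contribute much of the contrast with WTp53 cells. A hypothesis that bears on the truncated form is the lower response of Δ40p53:WTp53 than of WTp53:WTp53 cells, which share the tether (-0.45 with median-of-ratios scaling). The study examined further clones of the lines with other assays, which were not analysed here. It reported minimal differences between clones in the induction of CDKN1A measured by quantitative PCR. It also described WTp53:WTp53 cells as similar to WTp53 cells after Nutlin in growth, cell cycle and transcription. The sample titles carry a number that is constant within each line, which could name 1 clone per line, but its meaning is not stated. In these libraries an effect of the p53 form cannot be told apart from a difference between clones.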

How the results depend on the processing

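Alternatives with GC and length offsets, and the camera test with the replicate block, were chosen after the data were seen; the others were fixed before. Counts are given in the order of the comparisons in the report: the Nutlin response (140 genes in WTp53, 3 in WTp53:WTp53 and 0 in Δ40p53:WTp53 cells in edgeR), its difference for Δ40p53:WTp53 and WTp53:WTp53 against WTp53 cells and between the tethered lines (0 genes each, with 1235, 405 and 288 at an unadjusted p under 0.05), the DMSO levels of the same pairs (12, 7 and 2) and the Nutlin levels of the same pairs (244, 10 and 19). Genes called in WTp53 cells that were also called in WTp53:WTp53 cells are termed shared (3 genes). Of 168 counts under the alternatives, 109 lay outside 1.5 times the edgeR count and 59 within it. Of 108 list results, 95 kept their direction and their side of 0.05, 13 passed where the first test had not, and 0 changed direction.

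DESeq2 called 1143, 175 and 1 genes for the responses, 167, 4 and 4 for their differences, 72, 239 and 164 under DMSO, and 1202, 381 and 491 under Nutlin, with 158 shared and 1 (CDKN1A) shared between WTp53 and Δ40p53:WTp53 cells. The replicate block in edgeR called 1863, 301 and 0 genes for the responses (372 at an unadjusted p under 0.05 for the last), 284, 3 and 0 for the differences (1214 at an unadjusted p under 0.05 for the last), 83, 355 and 238 under DMSO, and 1996, 646 and 908 under Nutlin, with 278 shared. A block for each line and replicate number called 3173, 1047 and 1 genes, then 801, 6 and 0 (2303 at an unadjusted p under 0.05 for the last), then 188, 1128 and 694, then 3348, 1512 and 2269, with 940 shared and 1 (CDKN1A) shared with Δ40p53:WTp53 cells. DESeq2 with the shared block called 2375, 820 and 9 genes, then 696, 46 and 42, then 183, 758 and 556, then 2432, 1068 and 1515, with 734 shared and 9 shared with Δ40p53:WTp53 cells. The common dispersion in edgeR fell from 0.0668 without a block to 0.0157 with the shared block and 0.00826 with a block per line, so differences between replicates 1 and 2 had been counted as noise. For the change from edgeR to DESeq2 the cause was not tested. In the simulation with a replicate effect DESeq2 recovered 77% of the larger changes and edgeR 41%, with 1 and 0 false calls.

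Without a filter on low counts edgeR called 467 and 17 genes for the responses of WTp53 and WTp53:WTp53 cells, 31, 47 and 25 under DMSO, and 520, 63 and 88 under Nutlin, with 15 shared. With at least 10 counts in every sample it called 5 genes in WTp53:WTp53 cells (5 shared), 4, 4 and 1 under DMSO, and 143, 1 and 5 under Nutlin. A fit of only the samples compared called 387 genes in WTp53 cells. It called 0 in WTp53:WTp53 cells (868 at an unadjusted p under 0.05; 0 shared), 0, 0 and 0 under DMSO (401, 970 and 530 at an unadjusted p under 0.05), and 0 and 0 for the Nutlin levels of WTp53:WTp53 against WTp53 cells and between the tethered lines (1621 and 1580 at an unadjusted p under 0.05). Median-of-ratios scaling and the accession with the highest mean count each called 5 genes in WTp53:WTp53 cells (5 shared). GC and length offsets called 359 and 16 genes for the responses of WTp53 and WTp53:WTp53 cells, 21 and 19 for the DMSO levels of WTp53:WTp53 against WTp53 cells and between the tethered lines, and 487, 42 and 75 under Nutlin, with 16 shared. With the replicate block these offsets called 2485 and 459 genes for the responses, 379 for the difference between Δ40p53:WTp53 and WTp53 cells, 0 for the differences of WTp53:WTp53 from WTp53 cells and between the tethered lines (1758 and 1632 at an unadjusted p under 0.05), 94, 492 and 348 under DMSO, and 2641, 906 and 1174 under Nutlin, with 429 shared. At an adjusted p of 0.05 the counts were 865 and 21 for the responses, 1 (NECTIN4) for the difference between Δ40p53:WTp53 and WTp53 cells, 31, 84 and 38 under DMSO, and 981, 137 and 185 under Nutlin, with 21 shared. For these changes the cause was not tested. Median-of-ratios scaling put 66.7% of the WTp53 calls higher, against 62.1% with TMM, whereas the majority was reversed in DESeq2 (48.9%), without a filter on low counts (45.8%), in the fit of only the samples compared (40.3%), with the block (49.8%) and in the other 3 fits with a block.

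Counts of 5 or fewer are named here after their values were seen. The 5 genes of WTp53:WTp53 cells were LCE1C, LCE1B, NECTIN4, CDKN1A and CPM under each of the 3 alternatives. The 4 DESeq2 differences were GDF15, SMOC1, NECTIN4 and INAFM2 for WTp53:WTp53 against WTp53 cells, and LCE1C, CCNA1, EPN3 and NECTIN4 between the tethered lines. With at least 10 counts in every sample the DMSO genes were CLIC2, TRIM22, GLDC and SLC25A18 for Δ40p53:WTp53, and SPARC, TP53I11, SMOC1 and MAPK13 for WTp53:WTp53 against WTp53 cells, with SPARC between the tethered lines. The Nutlin genes were TP53I11 for WTp53:WTp53 against WTp53 cells, and LCE1C, LCE1B, SPARC, NECTIN4 and OAS2 between the tethered lines. The response of Δ40p53:WTp53 cells stayed at 0 genes under 8 alternatives at an adjusted p of 0.01, which had between 51 and 474 genes at an unadjusted p under 0.05.

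For the 6 p53 target list results, all 9 alternatives with a test kept the direction and stayed under 0.05, with adjusted p-values up to 0.00473. The fall of the cell cycle list in WTp53 cells and its difference from Δ40p53:WTp53 cells also stayed under 0.05, with adjusted p-values up to 0.00784 and 0.0290. The fall in WTp53:WTp53 cells (-1.71, adjusted p 0.0702) passed with the shared block (0.0208), a block per line (0.0303), offsets with the block (-1.71, 0.0215), camera (2.96e-46) and camera with the block (5.39e-52), over a range up to 0.0793. Its difference from WTp53 cells (1.97, adjusted p 0.111) passed with the block (0.0444), offsets with the block (1.97, 0.0450), camera (1.33e-65) and camera with the block (6.71e-70), over a range up to 0.117. The fall in Δ40p53:WTp53 cells (-0.38, adjusted p 0.593) and the difference between the tethered lines (1.33, adjusted p 0.230) passed only with camera (2.02e-11 and 1.36e-39) and camera with the block (2.90e-16 and 2.12e-44), over ranges up to 0.616 and 0.244. Camera compares a list with the other genes and assumes a small correlation within it, and whether this accounts for its small p-values was not tested.

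Leaving out 1 replicate left 1 sample in a group, so that values but no calls or p-values were computed. The differences of the p53 target list ranged from -1.08 to -0.97 for Δ40p53:WTp53 against WTp53 cells, from -0.66 to -0.48 for WTp53:WTp53 against WTp53 cells, and from -0.54 to -0.36 between the tethered lines, across 8 fits each. Its rise ranged from 1.46 to 1.48 in WTp53, 0.80 to 0.99 in WTp53:WTp53 and 0.39 to 0.50 in Δ40p53:WTp53 cells across 4 fits each. The cell cycle list ranged from -4.12 to -3.23, from -2.22 to -1.20, and from -1.07 to 0.31 in the same lines. Leaving out 1 library breaks a same-numbered pair, so that the difference between replicates 1 and 2 enters the value. With 2 replicates these ranges are set by the spread of the pair and show no stability.

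For the named genes 683 results under the alternatives were compared with 63 values: 563 kept their direction and their side of 0.01, 104 passed where edgeR had not, 14 no longer passed (11 of them in a fit of only the samples compared) and 2 changed direction. The 2 were the CDKN1A level under DMSO in WTp53:WTp53 against WTp53 cells, 0.05 without and -0.0698 with GC and length offsets, and -0.0838 with the replicate block added, all within the standard error of 0.23. Of 288 fits that left out 1 library, 40 moved a value by more than the spread between replicates and 18 changed its sign, in 11 of the values. Some genes were removed by the filter of at least 10 counts in every sample and have no value there.

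Depth was not varied. In simulated data with a replicate effect and the same number of replicates, edgeR without a block recovered 41% of genes changed by a log2 value of 2 and 0% of those changed by 1. Its count of 0 in Δ40p53:WTp53 cells thus does not exclude changes of that size. The block recovered 92% and 53% of these genes, and also called 0 genes in Δ40p53:WTp53 cells. The simulated line had 200 changed genes, and with fewer the adjustment over all genes is stricter. That recovery therefore does not carry over to Δ40p53:WTp53 cells. CDKN1A, with an edgeR log2 fold change of 1.60 there, missed the threshold with the block (adjusted p 0.0582). The 0 with the block thus does not exclude changes of that size either. Without a replicate effect in the simulation, the block recovered 34% of genes changed by 2 and 0% of those changed by 1. That simulation also used the larger dispersions of the fit without the block, so the lower recovery cannot be assigned to the missing replicate effect.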

Other observations

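Of the tests in this part, those of GC content, transcript length and cell cycle state behind the replicate split, and of a gain in WTp53 cells on chromosome 5, were chosen only after the result was seen.

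The number of genes called for the Nutlin response of WTp53 cells was 140 in edgeR. That is lower than the value quoted from the study above. With DESeq2 without a block, the number here was 1143, and in Δ40p53:WTp53 cells the 1 gene called was CDKN1A. In edgeR without a block the CDKN1A change in those cells (1.60 ± 0.23) did not pass, with an adjusted p of 1. The choice of test alone thus changed these numbers, with the counts held the same.

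The lower number of calls in the tethered lines was tested against the precision of their libraries. Mean library totals against WTp53 cells (ratios of 1.02 for Δ40p53:WTp53 and 0.978 for WTp53:WTp53 cells) stayed above 0.8, the limit set for the test. The common dispersion of the libraries of a line, fitted alone, was 2.29 times that of WTp53 cells in Δ40p53:WTp53 cells and 2.69 times in WTp53:WTp53 cells. The counts of 140, 3 and 0 genes came from a fit that shared the dispersion of each gene across the lines, so these ratios do not show why a line had fewer calls. In a fit of only the samples compared, where the spread of a line does enter, the counts were 387 in WTp53 cells, 0 in WTp53:WTp53 cells (868 at an unadjusted p under 0.05) and 0 in Δ40p53:WTp53 cells (51 at an unadjusted p under 0.05). When the replicate number was fitted as a block, 0 genes were called in Δ40p53:WTp53 cells (372 at an unadjusted p under 0.05), against 1863 in WTp53 cells. That fit also shared the dispersion of each gene across the lines. The dispersions of the lines fitted alone with the block (0.00495 in Δ40p53:WTp53 and 0.0124 in WTp53 cells) therefore do not bear on these counts. With a block for each line and replicate number 1 gene was called in Δ40p53:WTp53 cells, and in DESeq2 the block raised the count from 1 to 9. Fitting the differences between replicate numbers thus added few calls in that line, and did not account for most of their absence.

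A weaker response of the same genes, below the threshold, is a candidate explanation for the missing calls. Signed by their direction in WTp53 cells, the 140 genes called there had a median log2 fold change of 0.32 in Δ40p53:WTp53 and 1.30 in WTp53:WTp53 cells. These medians lay above those of 100% of 10000 random gene lists matched on mean expression in Δ40p53:WTp53 cells (highest 0.11) and 100% in WTp53:WTp53 cells (highest 0.28). The genes were chosen in WTp53 cells, so the values of the other lines are not raised by that choice. Genes that move together can shift the median of a list as one, which random lists do not copy, so these percentages are not p-values. In Δ40p53:WTp53 cells the rise of the p53 target list passed (fry adjusted p 0.000130), whereas the fall of the cell cycle list did not (0.593). These results are consistent with a reduced rather than absent response in Δ40p53:WTp53 cells, as a hypothesis.

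The p53 target list was lower before treatment in Δ40p53:WTp53 cells, and to a lesser extent in WTp53:WTp53 cells. Without the genes named in advance (49 genes remained) the difference from WTp53 cells under DMSO was -0.43 in Δ40p53:WTp53 cells (fry p 5.36e-05, or 0.000277 with the replicate block) and -0.17 in WTp53:WTp53 cells (p 0.0161, or 0.0213 with the block). Between the tethered lines it was -0.26 (p 0.000445, or 0.00208 with the block). In WTp53:WTp53 cells the full list of 53 genes differed from WTp53 cells by -0.11 (-0.06 in replicate 1 and -0.17 in replicate 2), with 24 genes higher and 29 lower. Without the 4 list genes in the lowered region of chromosome 5 described below this was -0.04, so the value for this line depended on the genes included. Lower basal expression of p53 targets in Δ40p53:WTp53 cells is a candidate explanation for part of their lower levels under Nutlin. Clonal differences between the lines cannot be told apart from an effect of the p53 form here either.

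Libraries split by replicate number in all 6 groups, with correlations of 0.351 to 0.767 between the replicate differences of pairs of groups. The difference between replicates 1 and 2 correlated across genes with GC content at a mean Spearman coefficient of -0.369 (from -0.521 to -0.112 over the 6 groups). This mean was past the limit of 0.3 set for the test. With transcript length the mean was 0.282 (from 0.189 to 0.381), below it. Single groups lay on both sides of the limit for each property. Genes are not independent replicates, so no p-value is given. The cell cycle list was higher in replicate 1 by a mean of 0.71 on the log2 scale, above 100% of 10000 matched random lists (highest 0.25), although replicate 1 was the lower in WTp53 cells under Nutlin (-0.64). Both a library bias with GC content and a different cell cycle state of the cultures are consistent with this split, and they cannot be told apart here. With GC and length offsets the common dispersion fell from 0.0668 to 0.0481, whereas with the replicate block it fell to 0.0157, so GC content and length did not account for all of the split.

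A region of chromosome 5 was lower in WTp53:WTp53 cells. In windows of 100 neighbouring genes (11607 genes used), the most shifted window against WTp53 cells was chromosome 5, 69560223 to 112846239, with a median log2 difference of -0.67. In Δ40p53:WTp53 cells the most shifted window had a median of 0.0806, below the limit of 0.4 set for the test. Windows past that limit joined into 34915715 to 175968315 with 456 genes, of which 367 (80.5%) were lower, with a median of -0.46, or a ratio of 0.727. The shift was present in each of the 4 same-numbered comparisons (-0.46 and -0.47 under DMSO, -0.40 and -0.45 under Nutlin). In blocks of 20 genes along the chromosome, the first 4 blocks (204760 to 42802437) were higher by 0.28 to 0.40 and 23 of the following 24 were lower. The joined region thus begins within the higher blocks: its 27 genes up to 42802437 had a median of 0.30, with 2 lower, and its 428 genes beyond had a median of -0.48, with 365 (85.3%) lower. These parts do not cover all 456 genes of the region. The region holds 3.93% of the 11607 genes used for the windows. The calls that follow were drawn from all 16487 tested genes, so their share has a different base. Between WTp53:WTp53 and WTp53 cells, 355 genes differed under DMSO with the replicate block. Of these 355 genes, 55 (15.5%) lay in the region, and 52 of the 55 were lower. Such a pattern is consistent with a lower copy number of most of chromosome 5 beyond the first 4 blocks, and a higher copy number within them, in WTp53:WTp53 cells. A gain in WTp53 cells would also shift Δ40p53:WTp53 cells against WTp53 cells, and that median was -0.00848. Copy number was not measured, and how it arose cannot be told from expression. SPARC lies in the region, so its lower level in this line may partly have this cause, although its difference of -2.65 was far larger than the median of the region.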
